A study of Caenorhabditis elegans with 33 samples.

How the data were processed

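Polyadenylated RNA was measured by sequencing in whole hermaphrodite Caenorhabditis elegans at adult day 2. Per the labels, the animals were kept at 16 °C until the last larval stage and at 20 °C afterwards, and 5-fluorodeoxyuridine, which blocks the production of progeny, was added at the last larval stage. Each library came from a separately synchronised population. Libraries were made with a stranded mRNA kit and sequenced as single reads, per the labels.

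The authors deposited a table of read counts per gene and a table of transcripts-per-million (TPM) values for the same 17907 genes and 33 libraries. The counts are whole numbers that had not been normalised, as the differing column totals show. Both deposited tables had been filtered: the highest count of every listed gene was at least 10. The TPM values were scaled by the authors before that filter, because the deposited columns add up to less than their full total, and between 1.24% and 9.78% of each library's TPM (median 2.45%) lay in genes left out of the tables. The aligner, the counting program, the genome build, the annotation and the use of strand in counting are not stated in the labels or the file headers. All 17907 gene identifiers were present in the Ensembl release 115 annotation of WBcel235, and 16882 of them are protein-coding there. Coordinates are those of that annotation, which need not be the build the authors used.

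Each column was assigned to a sample by its name, and each sample to a group by its title. The groups are 4 strains by 3 feeding treatments, with 3 libraries per group and 2 in each of the 3 eat-2 groups. Total counts per library ran from 20.2 M to 31.5 M (median 27.96 M), so that 1 count-per-million (CPM) rested on about 27.96 reads. A group whose libraries all had 3 or fewer counts was treated as being at the floor, and fold changes against it were computed against 3 counts and are given as lower bounds. The labels name no molecular identifiers, so that copies made in amplification count as reads. No 2 replicates were alike within sampling noise: over the 30 pairs of replicates, the chi-square statistic per degree of freedom ran from 10.5 to 680.

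Differential expression was tested on the deposited counts with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with trimmed-mean-of-M-values (TMM) factors (0.782 to 1.56) and the filterByExpr filter, which kept 17354 genes and left out 0.00501% of the counts. All 33 libraries entered a single model with a mean for each of the 12 groups and no further covariate, which shares an estimate of the spread between groups. The common dispersion was 0.201, a biological coefficient of variation of 0.448. P-values were adjusted by the Benjamini-Hochberg method within each comparison, and a gene was called at an adjusted p under 0.05. There were 13 comparisons of 2 groups and 5 tests of interaction. CPM values were divided by the TMM factors, and log2 CPM used a prior count of 2.

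On simulated counts for the 17354 genes, with 200 genes changed by 2 on the log2 scale, the edgeR test recovered 61% of them at 3 against 3 libraries and 50% at 2 against 3, with 1 false call each. DESeq2 recovered 72.5% and 66%, with 18.5% and 25% of its calls false. The limma test on TPM recovered 62.5% and 53.5%, with 3.85% and 3.60% false. The counts were drawn once, with edgeR's own estimates of spread, the same in every group, and with independent genes. The real groups differed in spread, so that these shares need not hold for the real counts.

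Genes are named by a rule fixed before the data were examined. It takes the targeted genes, the Myc-family network, and the smallest-p gene of each interaction. For 8 of the comparisons it also takes the 2 highest and the 2 lowest log2 fold changes among called genes whose CPM did not overlap between groups and averaged at least 5 CPM in the higher group. Only genes with a symbol were eligible; that sequence names such as F41G4.7 are not symbols was decided after the values were seen. Comparisons with 5 or fewer calls have all called genes named, also chosen after the values were seen. Because the use of strand in counting is not stated, the values of overlapped genes may hold reads of another gene. Exons of other genes cover 47.7% of Y54G2A.36, 25% of F56D6.9, 18.2% of tbh-1, 7.43% of far-3, 5.66% of F23F12.12, 4.37% of ZK1073.1, 2.71% of mml-1, 2.62% of hmit-1.2, 2.28% of daf-16, 1.41% of sbp-1, 0.477% of clx-1 and 0.364% of ech-9.

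Lists of genes were written before the data were examined: 12 targets of DAF-16 (sod-3, mtl-1, dod-3, lea-1, hsp-12.6, hsp-12.3, icl-1, ftn-1, sip-1, nnt-1, aakg-4 and hil-1), 25 autophagy genes, 6 vitellogenins, 31 major sperm protein genes, 144 collagens of the col family and 7 genes of the Myc-family network (mml-1, mxl-2, mxl-1, mdl-1, mxl-3, hlh-30 and sbp-1). Of these, hlh-30 is in both the autophagy and the network list. Each list was tested in each of the 13 comparisons with the rotation test fry of limma 3.58.1, adjusted over the 78 tests. Major sperm protein and collagen genes are families of near-identical copies, whose reads may have been split between members by the authors' counting, so that they are given as families.

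An eat-2 signature was defined as the mean log2 CPM of the genes called higher minus that of the genes called lower in eat-2 against N2 on empty vector. It was then compared, by a two-sided exact permutation test, between strains in 5 settings whose libraries had not defined it. Correlations of log2 fold changes across genes were set beside simulated unchanged groups where comparisons shared control libraries (10 simulations). All libraries, the controls included, were drawn anew there, with genes independent of each other.

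The alternatives listed before the data were examined were DESeq2's size factors (RLE) in edgeR, no filter, a fit of the compared groups only, the replicate number, the library number, DESeq2 1.42.0, limma on log2(TPM + 1) and leaving out each library in turn. Both numbers entered the fits of all 33 libraries as a linear term and not as a block, so that a block was not tested there. Counts of calls and gene lists were rerun without a library only in groups of 3. Alternatives added after the data were seen were the level of the major sperm protein genes as a covariate, counts thinned to the smallest library, and a crossed and an uncrossed block in the 4 libraries of eat-2 on daf-16 RNAi and empty vector.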

Results

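Gene expression was profiled in 4 strains of C. elegans, each fed bacteria of 3 kinds, at adult day 2. The strains were N2, the wild type, mxl-2(tm1516), which carries a mutation in the gene for the Max-like partner of MML-1, a Myc-family transcription factor, eat-2(ad465), whose slow pharyngeal pumping makes it a genetic model of dietary restriction, and the double mutant eat-2;mxl-2. Animals ate HT115 bacteria that carried the empty vector L4440 (EV) or produced double-stranded RNA against daf-16, the FOXO transcription factor of the insulin pathway, or pha-4, a FOXA transcription factor. The series title places the Myc family in the response to dietary restriction, and the design asks whether the eat-2 expression state depends on mxl-2, daf-16 or pha-4. There were 33 libraries in 12 groups: 3 libraries in each group of N2, mxl-2 and the double mutant, and 2 in each group of eat-2. Library numbers ran from 49 to 57 in the double mutant and from 1 to 27 in the other strains. If these numbers mark a batch, it cannot be told apart from that strain in comparisons with other strains. Total counts were between 20.2 M (eat-2 on daf-16 RNAi, replicate 1) and 31.5 M (N2 on pha-4 RNAi, replicate 3), with a median of 27.96 M. The 20 most abundant genes took 7.35% to 18.3% of the counts.

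Replicates differed widely in some groups. Within groups, the Pearson correlation of log2 CPM across genes lay between 0.817 and 0.994. The first principal component held 38.3% of the variance between libraries, of which 53.8% lay within groups, and the second held 18.9%, of which 54.6% lay within groups. Sperm transcripts showed such a spread. The mean log2 CPM of the 31 major sperm protein genes was 3.93 ± 0.17 (SD, n = 3) in N2 EV, 3.03 ± 3.73 (SD, n = 3) in mxl-2 EV, -1.55 ± 1.76 (SD, n = 2) in eat-2 EV and 4.24 ± 0.23 (SD, n = 3) in the libraries labelled double-mutant EV. In mxl-2 on daf-16 RNAi it ranged over 7.65 log2 units between replicates.

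**Figure D1:**
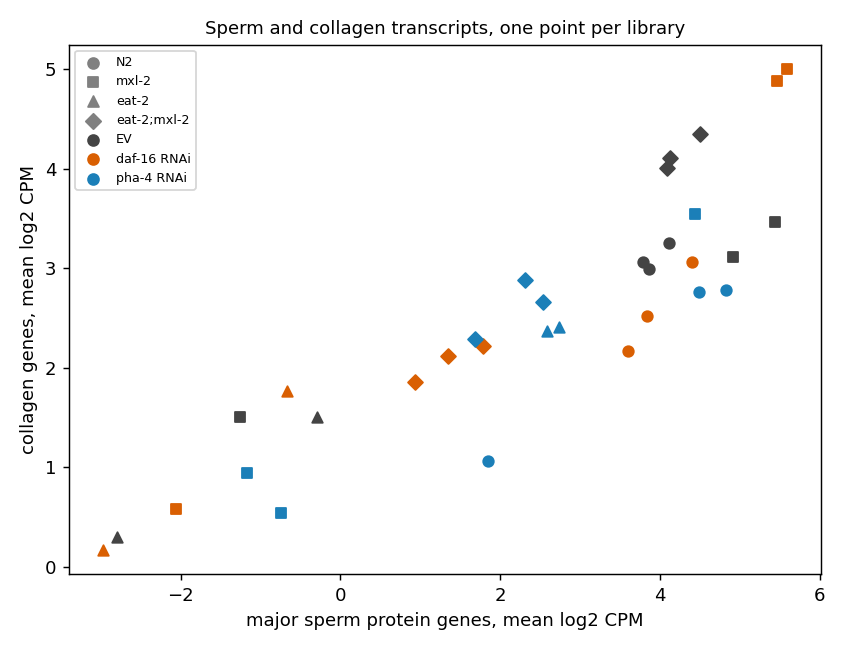
Mean log2 CPM of 144 collagen genes (vertical axis) against that of 31 major sperm protein genes (horizontal axis), with 1 point per library, shape for the strain and colour for the feeding treatment. Libraries of the same group lie far apart in mxl-2, where the sperm protein mean on daf-16 RNAi ran from -2.06 to 5.59, and close together in those labelled double-mutant EV, from 4.09 to 4.50.

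The targeted genes were examined first. mxl-2 (WBGene00003510, chromosome III, 186949 to 188131, minus strand, 4 exon blocks) was at 62.3 ± 8.45 CPM (SD, n = 3) in N2 EV, 53.96 ± 40.03 CPM (SD, n = 2) in eat-2 EV, 4.98 ± 0.471 CPM (SD, n = 3) in mxl-2 EV and 3.19 ± 0.429 CPM (SD, n = 3) in the libraries labelled double-mutant EV. Its log2 fold change was -3.64 ± 0.39 (SE) in mxl-2 against N2 (edgeR adjusted p 2.10e-05) and -4.08 ± 0.41 (SE) in the libraries labelled double-mutant EV against eat-2 EV (edgeR adjusted p 1.84e-06). eat-2 (WBGene00001133, chromosome II, 14166878 to 14171658, minus strand, 6 exon blocks) was barely detected in whole animals, at 22 to 31 counts in N2 EV and 1 to 3 in eat-2 EV, which makes it at least 7.87-fold lower in eat-2 (edgeR adjusted p 0.0526). It was at 1 to 3 counts in the libraries labelled double-mutant EV too, at least 9.42-fold lower than in N2 EV (edgeR adjusted p 0.00270). Against mxl-2 EV, which held 3 to 15 counts, they were at least 3.47-fold lower (edgeR adjusted p 0.0675).

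daf-16 (WBGene00000912, chromosome I, 10750498 to 10776703, plus strand, 15 exon blocks) was lower on daf-16 RNAi than on EV in each strain. In N2 it went from 155 ± 17.7 to 73.5 ± 10.7 CPM (SD, n = 3 each), a log2 fold change of -1.07 ± 0.28 (SE, edgeR adjusted p 0.141). The log2 fold change was -0.91 ± 0.28 (SE, edgeR adjusted p 0.167) in mxl-2, -0.65 ± 0.34 (SE, edgeR adjusted p 1) in eat-2 and -1.12 ± 0.28 (SE, edgeR adjusted p 0.0170) in the libraries labelled double mutant, the only strain where it passed the threshold. In eat-2 the value rested on eat-2 EV replicate 1: without it the log2 fold change was 0.18. The EV libraries of eat-2 held 115.5 and 44.9 CPM and those on daf-16 RNAi 32.4 and 69.6 CPM, which the model did not pair.

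pha-4 (WBGene00004013, chromosome V, 20753052 to 20760317, plus strand, 8 exon blocks) went from 14.01 ± 4.34 to 5.07 ± 0.697 CPM (SD, n = 3 each) on pha-4 RNAi in N2, a log2 fold change of -1.46 ± 0.37 (SE, edgeR adjusted p 0.0919). The changes in mxl-2 (-0.84 ± 0.37, SE, edgeR adjusted p 0.408) and in eat-2 (-0.39 ± 0.45, SE, edgeR adjusted p 0.663) were smaller, and in eat-2 the counts of 151 and 405 on pha-4 RNAi overlapped those of 353 and 430 on EV. Without eat-2 pha-4 RNAi replicate 1, the change in eat-2 was 0.01, and without mxl-2 EV replicate 3 that in mxl-2 was -0.45. In the double mutant, pha-4 ran against the labels. The libraries labelled pha-4 RNAi held 10.4 ± 2.54 CPM and those labelled EV 3.83 ± 0.496 CPM (SD, n = 3 each), without overlap, a log2 fold change of 1.45 ± 0.37 (SE, edgeR adjusted p 0.0490). It stayed above 0 under each alternative and in each of the 6 fits without 1 library (1.27 to 1.62). It no longer passed the threshold in those 6 fits and in several alternatives, such as RLE size factors (1.39) and TPM (1.08). The libraries labelled double-mutant EV were also below N2 EV in pha-4, by a log2 fold change of -1.87 ± 0.38 (SE, edgeR adjusted p 0.00200), and those labelled double-mutant daf-16 RNAi held 5.84 ± 1.66 CPM (SD, n = 3). Every direction given for libraries labelled double-mutant EV or double-mutant pha-4 RNAi is therefore a direction between labels, which the pha-4 transcript contradicts.

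**Figure D2:**
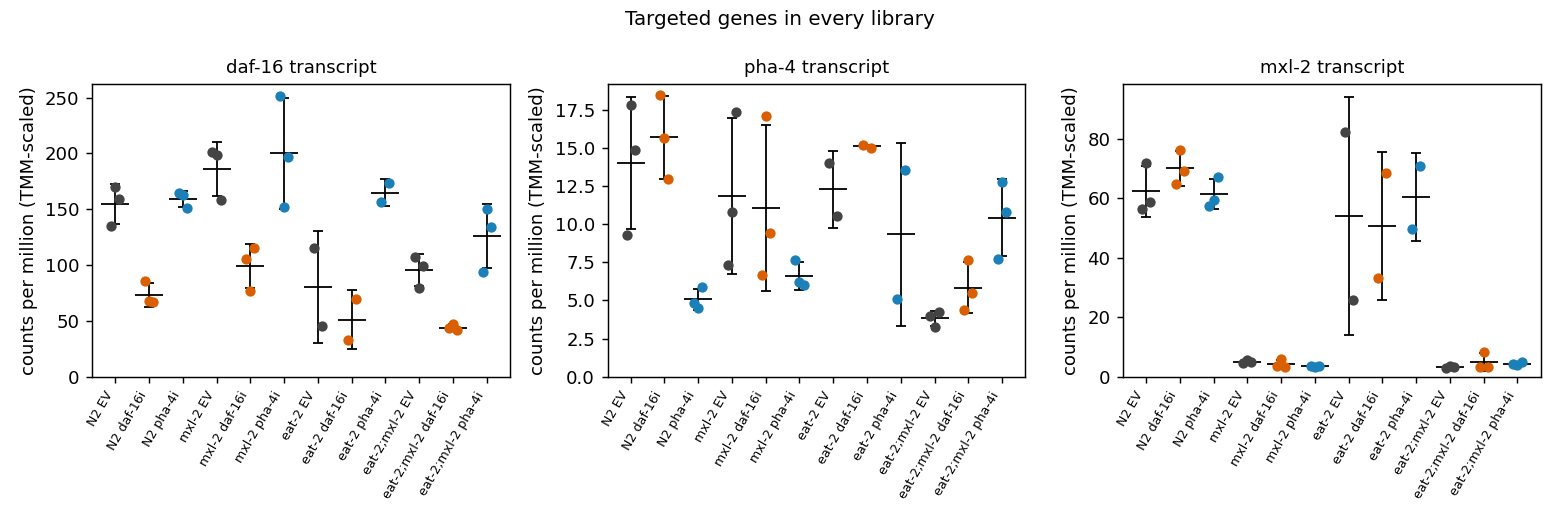
CPM of daf-16, pha-4 and mxl-2 (vertical axes, TMM-scaled) in each of the 33 libraries, by group; points are libraries, and bars are the mean and SD. Among the double-mutant libraries, as labelled, pha-4 averaged 3.83 CPM on EV and 10.4 CPM on pha-4 RNAi, the reverse of the order in N2 (14.01 and 5.07 CPM).

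The effect of the eat-2 mutation was measured in N2 and eat-2 animals on EV. Of 17354 genes, 137 were called, 30 higher and 107 lower in eat-2. The count rose to 1947 with DESeq2, the alternative that moved it most, and fell to 11 without N2 EV replicate 3 and to 28 without replicate 1. No count was made without an eat-2 library, since 1 would be left in the group. The 2 genes with the largest rise under the naming rule were ech-9 (WBGene00001158, chromosome IV, 10233310 to 10235329), at 6.61 ± 0.231 CPM (SD, n = 2) against 1.07 ± 0.180 CPM (SD, n = 3), a log2 fold change of 2.63 ± 0.61 (SE, edgeR adjusted p 0.0433), and rnh-1.3 (WBGene00007303, chromosome I, 9710088 to 9710745), with a log2 fold change of 2.22 ± 0.36 (SE, edgeR adjusted p 0.00922), which was 1.09 without eat-2 EV replicate 1. The largest falls were in col-176 (WBGene00000749, chromosome X, 10077597 to 10078728), by -4.15 ± 0.96 (log2, SE, edgeR adjusted p 0.0420), and icl-1 (WBGene00001564, chromosome V, 724332 to 728004), which went from 2720.5 ± 36.5 CPM (SD, n = 3) to 411 ± 35.0 CPM (SD, n = 2), by -2.73 ± 0.46 (log2, SE, edgeR adjusted p 0.00922). The sperm transcripts differed between the groups as well, and with their level as a covariate 323 genes were called, 49 of them among the 137. Most calls being lower depended on the model: 66.6% were higher with that covariate, 34.3% with DESeq2 and 2.78% of 395 in a fit of the 2 groups alone, against 21.9%.

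Loss of mxl-2 alone changed few genes past the threshold: 5 were called in mxl-2 against N2 on EV, with 2296 at an unadjusted p under 0.05. DESeq2, the alternative that moved the count most, called 175, and without mxl-2 EV replicate 1 it was 8. Besides mxl-2 itself, these were pho-8 (2.35 ± 0.40, log2, SE) and clec-71 (at least 5.89-fold higher), which rose, and F23F12.12 (-4.95 ± 0.57) and F48C1.9 (-4.87 ± 0.65), which fell. The 5 genes had edgeR adjusted p-values between 2.10e-05 and 0.0193. In F23F12.12 the exons of acr-5 on the opposite strand cover 5.66% of the exon length.

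Against N2 EV, 2101 genes were called in the libraries labelled double-mutant EV (861 higher, 1240 lower), 3198 against eat-2 EV (1656 higher, 1542 lower) and 1364 against mxl-2 EV (627 higher, 737 lower). These libraries are those in which pha-4 ran against its label. Without double-mutant EV replicate 2 the 3 counts were 1063, 1864 and 673, and in a fit of the 2 groups alone, the alternative that moved the first count most, it was 8732. The split into higher and lower depended on the scaling. On TPM, where the median gene moved by 0.24, 0.26 and 0.28 log2 units in the 3 comparisons, 73.0%, 82.0% and 79.6% of calls were higher, against 41.0%, 51.8% and 46.0% on TMM-scaled counts. With RLE factors the share in the comparison with N2 was 52.99%. Against eat-2 EV, 36.0% of 2727 calls were higher with the sperm transcripts as a covariate, and 1329 of the 3198 calls were among them, while 75.5% of 1997 were higher in a fit of the 2 groups alone. Genes named below were ranked only among those that met the naming rule. Against N2 EV the largest rises were in nas-3 (WBGene00003522, chromosome V, 9478163 to 9479601), at least 62.1-fold higher (edgeR adjusted p 0.000103), and dod-20 (WBGene00015259, chromosome V, 422433 to 424177, log2 fold change 5.60 ± 1.07, SE, edgeR adjusted p 0.00125). The largest falls were in clx-1 (WBGene00000551, chromosome IV, 7734648 to 7736324, -7.01 ± 1.88, SE, edgeR adjusted p 0.0168) and arrd-11 (WBGene00011052, chromosome II, 13763418 to 13765642, -6.59 ± 1.07, SE, edgeR adjusted p 0.000244). Against eat-2 EV, sqt-1 (WBGene00005016, chromosome II, 11336693 to 11337837, 8.48 ± 1.96, SE, edgeR adjusted p 0.00695) and spch-2 (WBGene00015689, chromosome I, 6274530 to 6275291, at least 58.3-fold, edgeR adjusted p 0.0106) were higher. clec-47 (WBGene00011668, chromosome V, 15175759 to 15176324, -5.91 ± 0.78, SE, edgeR adjusted p 7.32e-05) and fmo-2 (WBGene00001477, chromosome IV, 10682524 to 10684367, -5.76 ± 0.99, SE, edgeR adjusted p 0.000734) were lower. In eat-2 EV, fmo-2 itself had 2342 and 25606 counts, and without replicate 2, the higher, its log2 fold change was -3.89. clec-47 had 74 and 732 counts there, and without replicate 2 it was -4.16.

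Whether the effect of eat-2 differed between animals with and without mxl-2 was tested as an interaction on EV, and 221 genes were called, 114 with a positive and 107 with a negative interaction. DESeq2 moved the count most, to 1083, and without N2 EV replicate 3 it was 77. On TPM it was 333, with 88.9% positive against 51.6% and a median shift over all genes of 0.29. The smallest p belonged to F41G4.7 (WBGene00018310, chromosome X, 16834896 to 16836404), with an interaction of 7.07 ± 0.65 log2 units (SE, edgeR adjusted p 1.17e-06). It was at 42.6 ± 9.10 CPM (SD, n = 3) in the libraries labelled double-mutant EV, 38.7 ± 24.6 CPM (SD, n = 3) in those labelled daf-16 RNAi and 53.3 ± 8.69 CPM (SD, n = 3) in those labelled pha-4 RNAi, against 0.724 ± 0.0527 CPM (SD, n = 3) in N2 EV, 0.916 ± 0.234 CPM (SD, n = 3) in mxl-2 EV and 0.249 ± 0.0414 CPM (SD, n = 2) in eat-2 EV.

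**Figure D3:**
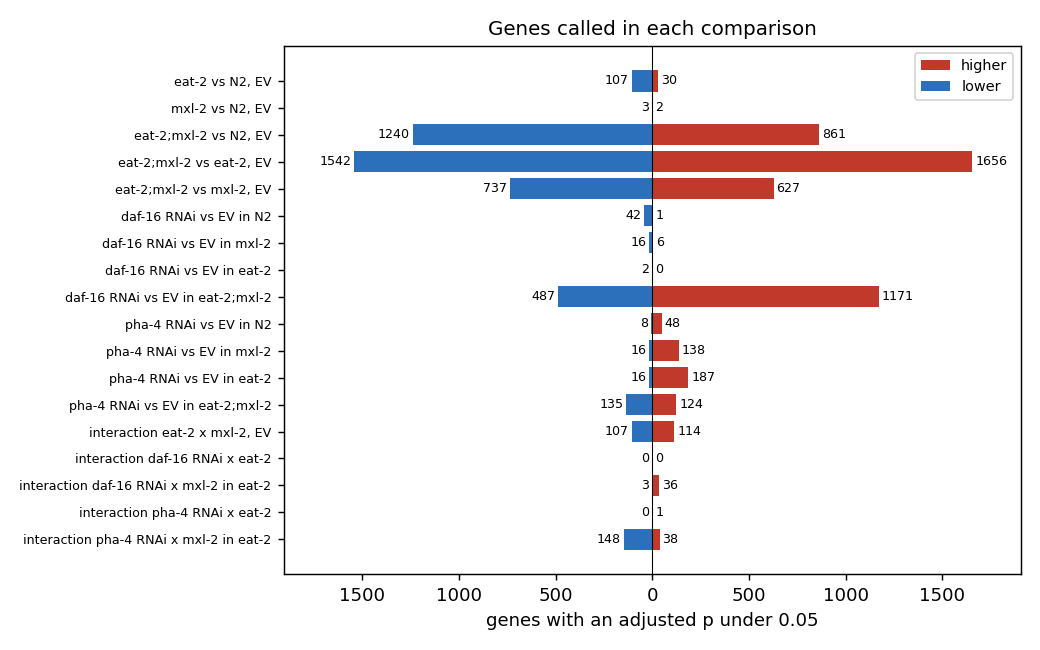
Number of genes with an adjusted p under 0.05 (horizontal axis) in each of the 13 comparisons and 5 interactions, with genes higher in the group named first to the right and lower to the left. Comparisons with libraries labelled double-mutant EV against other strains have 1364 to 3198 calls, and mxl-2 against N2 has 5.

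Response to daf-16 RNAi was compared with EV in each strain. In N2, 43 genes were called, 42 of them lower, against 22 in mxl-2 (16 lower) and 2 in eat-2. The 4 eat-2 libraries, 2 per group, spread widely within groups, with 59.1 and -140 on the second principal component on EV and -149 and 74.4 on daf-16 RNAi, so that 2 calls do not show a smaller response than 43. In mxl-2 the share of higher calls was 27.3%, but 71.0% of 466 with DESeq2 and 72.5% of 258 with the sperm transcripts as a covariate. The libraries labelled double mutant gave 1658 calls, 1171 higher and 487 lower, and here the share of higher calls was 70.6% with TMM, 51.8% with RLE factors and 23.3% on TPM, where the median gene moved by -0.14 and -0.26. In N2 the genes with the lowest values under the naming rule were cest-1.1 (WBGene00011362, chromosome V, 14163255 to 14166730), at least 41.2-fold lower (edgeR adjusted p 0.00221), and fipr-26 (WBGene00009963, chromosome I, 8946686 to 8947201), with a log2 fold change of -6.04 ± 1.12 (SE, edgeR adjusted p 0.0119). The 2 genes called in eat-2 were Y54G2A.36 (-2.64 ± 0.38, log2, SE, edgeR adjusted p 0.00427) and F56D6.9, at least 60.4-fold lower (edgeR adjusted p 0.0285). Both are uncertain, since other genes cover 47.7% and 25% of their exon length. In N2 the count was 11 without daf-16 RNAi replicate 2, and 332 in a fit of the 2 groups alone. In mxl-2 the count of 22 rested on mxl-2 daf-16 RNAi replicate 2, without which it was 1118, and in the libraries labelled double mutant it was 252 without daf-16 RNAi replicate 3 and 2295 without replicate 2. The difference of the response between eat-2 and N2 passed the threshold in 0 genes, with 105 at an unadjusted p under 0.05. That null rests on a model that did not pair the eat-2 libraries. In the 4 eat-2 libraries alone, a block of crossed numbers, chosen after the data were seen, gave 323 calls on daf-16 RNAi. Without a block those libraries gave 0. The crossed block was not run for the difference, so that equal responses are not shown. The difference between the libraries labelled double mutant and eat-2 passed in 39, 36 of them positive with TMM, while on TPM, where the median gene moved by -0.36, 34.1% of 44 were; without double-mutant EV replicate 3 the count was 8. The smallest p there was that of clec-150 (WBGene00019914, chromosome III, 1002707 to 1006298, 3.37 ± 0.42 log2 units, SE, edgeR adjusted p 0.000399), at 25.1 ± 4.69 CPM on EV and 314 ± 73.0 CPM on daf-16 RNAi in the libraries labelled double mutant (SD, n = 3 each).

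pha-4 RNAi gave 56 calls in N2 (48 higher), 154 in mxl-2 (138 higher), 203 in eat-2 (187 higher) and 259 between the libraries labelled double-mutant pha-4 RNAi and EV (124 higher), where pha-4 ran against the labels. In N2 the count was 6 without N2 EV replicate 2, and in mxl-2 it was 38 without mxl-2 EV replicate 1 and 396 without pha-4 RNAi replicate 3. Between the libraries labelled double mutant it was 62 without pha-4 RNAi replicate 2, and on TPM 28.1% of 534 calls were higher. A fit of the 2 groups alone gave 490 calls in N2, 7408 in the double mutant as labelled, and 0 in mxl-2 (1404 at an unadjusted p under 0.05) and in eat-2 (1358). The share of higher calls in N2, 85.7%, was 31.6% in that fit, 72.2% with DESeq2 and 57.6% with the sperm transcripts as a covariate, and in eat-2, 92.1%, it was 69.1% and 59.0% with the last 2. The rises and falls below were ranked only among genes that met the CPM and overlap limits of the naming rule, and other called genes rose more. In N2 the largest rises were in drd-50 (WBGene00018643, chromosome IV, 4117732 to 4119179), at least 128-fold higher (edgeR adjusted p 0.0300), and nhx-6 (WBGene00003734, chromosome II, 1670829 to 1674401), by 4.92 ± 0.63 (log2, SE, edgeR adjusted p 0.000350). The largest falls were in arrd-11 (-4.28 ± 0.94, log2, SE) and mtl-1 (WBGene00003473, chromosome V, 6691371 to 6691863, -3.29 ± 0.72, log2, SE), both at an edgeR adjusted p of 0.0437. In eat-2 the largest rises were in far-4 (WBGene00001388, chromosome V, 12998427 to 12999659, 4.50 ± 0.68, SE, edgeR adjusted p 0.00237) and hmit-1.2 (WBGene00013074, chromosome V, 18524760 to 18529156, 4.07 ± 1.02, SE, edgeR adjusted p 0.0478). Falls were largest in inx-8 (WBGene00002130, chromosome IV, 11673843 to 11675635, -2.81 ± 0.38, SE, edgeR adjusted p 0.00102) and tbh-1 (WBGene00006541, chromosome X, 15500256 to 15504895, -2.51 ± 0.37, SE, edgeR adjusted p 0.00225), 18.2% of whose exon length is covered by genes of the opposite strand.

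The response to pha-4 RNAi differed between eat-2 and N2 in 1 gene, ZK1073.1 (WBGene00014213, chromosome X, 16123942 to 16128865, 4.37% of its exon length covered by ZK1073.2), by 1.93 ± 0.29 log2 units (SE, edgeR adjusted p 0.0109), and in 0 genes in a fit of those 4 groups alone (2339 at an unadjusted p under 0.05). With DESeq2 it was 203. Between the libraries labelled double mutant and eat-2 it differed in 186 genes, 148 of them negative (76 genes without double-mutant pha-4 RNAi replicate 3). The smallest p was that of far-3 (WBGene00001387, chromosome V, 12996787 to 12997522, 7.43% of its exon length covered by far-5), with -6.97 ± 0.56 log2 units (SE, edgeR adjusted p 7.38e-08). far-3 rose on pha-4 RNAi from 43.2 ± 16.99 to 253 ± 22.9 CPM in N2 and from 18.1 ± 9.02 to 114 ± 22.9 CPM in mxl-2 (SD, n = 3 each), and from 21.2 ± 6.94 to 120 ± 34.7 CPM in eat-2 (SD, n = 2 each). It was at 212 ± 30.7 CPM on EV and 9.53 ± 0.734 CPM on pha-4 RNAi in the libraries labelled double mutant (SD, n = 3 each). Of the 10 genes called in the same direction in N2, mxl-2 and eat-2, 8 were opposite in the libraries labelled double mutant, with a median log2 fold change of -0.86 against 2.58, 2.82 and 2.54 in the other strains. Those 10 were selected for a shared response. Of the genes called in N2, mxl-2 and eat-2 singly, 29 of 54, 107 of 152 and 84 of 200 were opposite. Between the other strains, 5 of the 54 were opposite in mxl-2 and 5 in eat-2. It was 14 and 19 of the 152 in N2 and eat-2, and 72 and 46 of the 200 in N2 and mxl-2. These counts leave out pha-4 and genes looked at before.

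**Figure D4:**
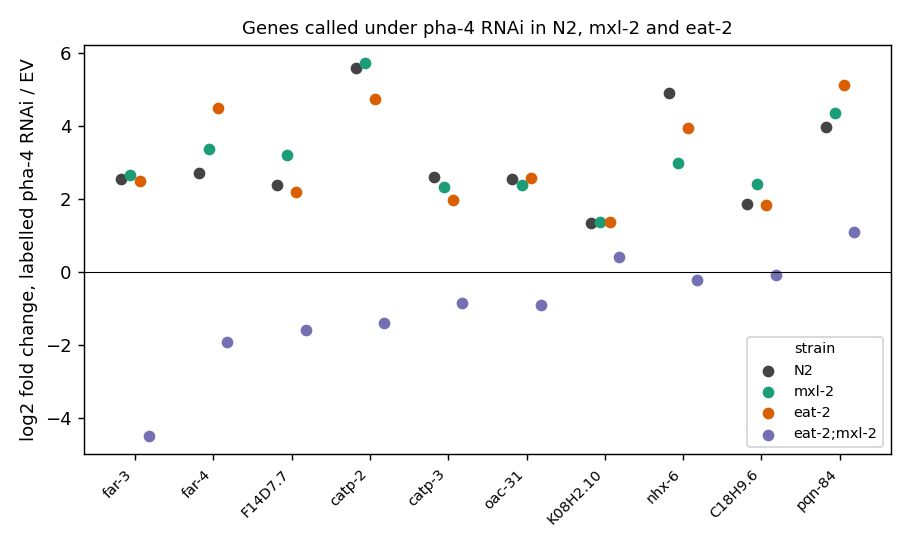
Log2 fold change between libraries labelled pha-4 RNAi and EV (vertical axis) of the 10 genes called in N2, mxl-2 and eat-2, by strain (colour). All points of those 3 strains lie above 0, while 8 of the 10 points of the libraries labelled double mutant lie below it, down to -4.47 for far-3.

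The fixed gene lists were tested in the 13 comparisons, and 19 of 78 tests passed an adjusted p under 0.05 with fry; 5 of them also passed under camera with an estimated correlation. DAF-16 targets were lower on daf-16 RNAi in N2 (median log2 fold change -2.17, fry adjusted p 0.000231), mxl-2 (-2.20, fry adjusted p 2.74e-05) and eat-2 (-1.98, fry adjusted p 0.00224), with 12 of 12 genes lower in each. Adjusted over the list alone, 9, 12 and 8 of the 12 were called, against 2, 4 and 0 over all genes tested. In the libraries labelled double mutant, 7 of 12 were lower (-0.13, fry adjusted p 0.247). That difference between strains was not tested for the list. The list was also lower in eat-2 against N2 (-0.91, fry adjusted p 0.0160), in mxl-2 against N2 (-0.83, fry adjusted p 0.0339) and on pha-4 RNAi in N2 (-1.33, fry adjusted p 0.00281). In fits without 1 N2 EV library, the median in eat-2 against N2 ran from -0.98 to -0.59, the latter without replicate 1. In the libraries labelled double-mutant EV it was lower against N2 (-2.56, 12 of 12 genes, fry adjusted p 1.79e-05), eat-2 (-1.28, fry adjusted p 0.0179) and mxl-2 (-1.70, fry adjusted p 0.00130). These directions were the same with RLE factors and on TPM.

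The autophagy list passed in 1 comparison: the libraries labelled double-mutant EV against N2 (median -0.60, 19 of 25 genes lower, fry adjusted p 0.0172; -0.36 on TPM), with 9 genes called over all genes tested and 10 adjusted over the list alone. In eat-2 against N2 its median was -0.11, with 0 genes called over all and 1 adjusted over the list alone. The Myc-family network was lower in eat-2 against N2 (-0.57, fry adjusted p 0.0437) with 0 genes called over all genes tested and 3 adjusted over the list alone. In the libraries labelled double-mutant EV against N2 it had a median of -0.83 (fry adjusted p 0.00206), with mml-1 (-0.83 ± 0.27, SE), mdl-1 (-1.04 ± 0.27, SE) and hlh-30 (-1.06 ± 0.24, SE) called besides mxl-2, at edgeR adjusted p-values of 0.0450, 0.0124 and 0.00524. The list holds mxl-2, the mutated gene, at -4.29 there, and was not tested without it. Part of that fry result therefore follows from the genotype. The network was also lower in the libraries labelled double-mutant EV against mxl-2 EV (-0.77, fry adjusted p 0.0339), and higher on pha-4 RNAi in eat-2 (1.14, fry adjusted p 0.0143). Major sperm proteins were lower in eat-2 against N2 (-5.22, 31 of 31 genes, fry adjusted p 0.0437), with 0 genes called over all and 31 adjusted over the list alone, and higher in the libraries labelled double-mutant EV against eat-2 (5.52, fry adjusted p 0.0394; 5.50 with genes at the floor set to their bound). Collagens were higher in that comparison too (2.76, fry adjusted p 0.0143; 2.65 with genes at the floor set to their bound) and lower on daf-16 RNAi in the libraries labelled double mutant (-1.997, fry adjusted p 0.0437). With the sperm transcripts as a covariate these 2 medians shrank to 0.40 and -0.78. Vitellogenins were lower in the libraries labelled double-mutant EV against mxl-2 (-2.87, fry adjusted p 0.0343). The directions in the lists of this paragraph that passed were the same with RLE factors and on TPM.

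The eat-2 signature of 30 higher and 107 lower genes differed by 3.87 log2 units between eat-2 EV and N2 EV, which defined it. In libraries that did not define it, the difference between strains with and without the eat-2 mutation was 1.91 in the mxl-2 background on EV, 3.21 in the N2 background on daf-16 RNAi and 2.15 in the mxl-2 background on daf-16 RNAi. In these 3 settings the libraries did not overlap, and the two-sided exact permutation p was 0.1 each, the smallest that these numbers of libraries allow (adjusted 0.167 over the 5 settings). On pha-4 RNAi the difference was 0.33 in the N2 background (exact permutation p 0.5) and 0.56 in the mxl-2 background (exact permutation p 0.3), and the libraries overlapped. Without eat-2 pha-4 RNAi replicate 1 the difference in the N2 background was -0.03. Without N2 EV replicate 3, which left 11 genes to define the signature, the pha-4 RNAi differences were 1.47 and 4.69, and those in the mxl-2 background were 3.82 on EV and 4.99 on daf-16 RNAi, so that the sizes depended on that library. The differences between settings were not tested, and 2 of the 3 settings in the mxl-2 background use libraries labelled double-mutant EV or pha-4 RNAi. In part, the signature went with the sperm transcripts. In eat-2 their mean log2 CPM was -1.55 on EV, -1.82 on daf-16 RNAi and 2.66 on pha-4 RNAi. On each treatment in mxl-2, libraries with low sperm transcripts scored above those with high ones. In the EV libraries of N2 and the double mutant, which spread little, they did not. With that level as a covariate, 49 of the 137 genes were called again. The smaller differences on pha-4 RNAi are therefore not shown to depend on pha-4.

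**Figure D5:**
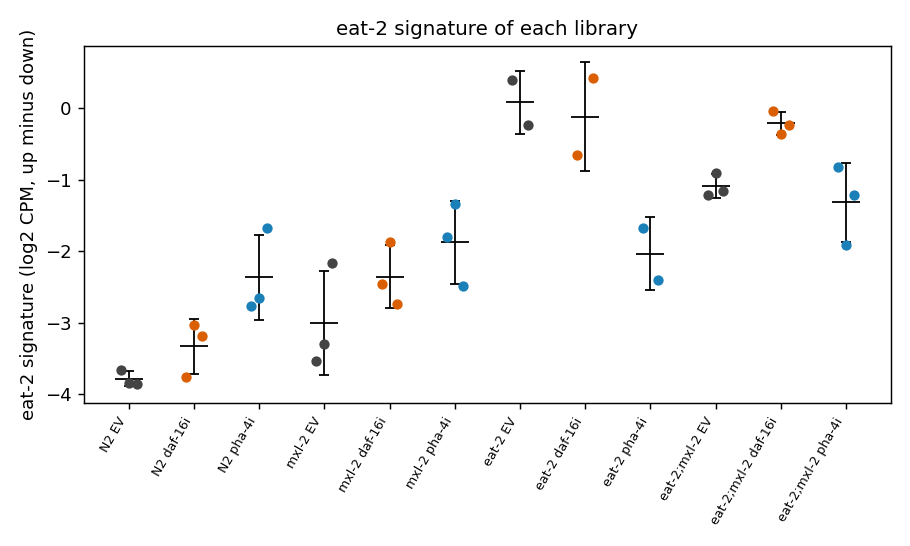
The eat-2 signature (vertical axis, mean log2 CPM of 30 genes minus that of 107 genes) of each library by group; points are libraries, and bars are the mean and SD. On pha-4 RNAi the eat-2 libraries averaged -2.04 and the N2 libraries -2.37, while on daf-16 RNAi the averages were -0.12 and -3.33. The sperm transcripts of eat-2 differed between these treatments too, with a mean log2 CPM of 2.66 on pha-4 RNAi and -1.82 on daf-16 RNAi.

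Across the 17354 genes, which are not independent replicates, log2 fold changes of the eat-2 mutation were compared between N2 and the mxl-2 background. Their Pearson r was -0.0169 (jackknife SE over libraries 0.372, Spearman rho 0.0666), within its error of 0, so that a correlation is neither shown nor excluded. The effects in N2 and eat-2 had an r of 0.319 (SE 0.422; rho 0.195) for daf-16 RNAi and 0.195 (SE 0.472; rho 0.162) for pha-4 RNAi, both within their error of 0. Over the 43 genes called in N2, which include the 2 called in eat-2, the effect correlation, daf-16 RNAi in N2 and in eat-2, was 0.878. Without eat-2 EV replicate 2 the correlations over all 17354 genes were -0.0816 for daf-16 RNAi and -0.201 for pha-4 RNAi. In 3 comparisons that share the eat-2 EV libraries, r was 0.755 (SE 0.133; rho 0.596) between loss of mxl-2, as labelled, and pha-4 RNAi, 0.0847 (SE 0.508; rho 0.177) between loss of mxl-2 and daf-16 RNAi, and 0.0968 (SE 0.553; rho 0.231) between the RNAi treatments. Simulated unchanged groups against shared simulated controls gave 0.552, 0.545 and 0.479. Genes were drawn independently there, without the spread that these libraries share across genes. The simulation is therefore no null for these values, and an r of 0.755 above it does not show a common response. In both comparisons behind 0.755 the major sperm proteins were higher, with medians of 5.52 and 4.08. Without eat-2 EV replicate 2 the r of 0.0847 became 0.614 and that of 0.0968 became 0.707.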

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

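All tests of explanations in this part were chosen after the results were seen. In the libraries labelled eat-2;mxl-2 EV and double-mutant (eat-2 mxl-2) pha-4 RNAi, the pha-4 transcript ran against the labels, so every direction given for them is a direction between labels.

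The effect of a treatment or mutation differed between strains in 4 of the 5 tests of interaction. Effects of eat-2 with and without mxl-2 on EV differed in 221 genes, effects of daf-16 RNAi in the double mutant and eat-2 in 39, effects of pha-4 RNAi in eat-2 and N2 in 1 (ZK1073.1), and effects of pha-4 RNAi in the double mutant, as labelled, and eat-2 in 186.

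Unequal depth was tested by thinning each library to the smallest: 155 of the 221 genes, 31 of the 39, 1 of 1 and 154 of the 186 were called again, which argues against depth as the whole cause. Developmental stage was tested with the level of the major sperm protein transcripts as a covariate. Under it, 39 of 39, 1 of 1 and 117 of 186 genes were called again in the last 3 interactions, which argues against stage, as far as that level tracks it, as their whole cause. The interaction of eat-2 and mxl-2 had 264 calls under it, with 105 of the 221 among them. For those 105 genes this argues against stage, as far as that level tracks it, as the whole cause. For the rest of the 221, stage and genotype cannot be told apart. Both eat-2 EV libraries had low sperm transcripts, so that the level goes with the genotype there. The last 3 interactions use the eat-2 EV libraries too, so that their reading carries the same limit.

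An exchange of EV and pha-4 RNAi between the double-mutant groups was tested by the direction it predicts from the effect of pha-4 RNAi in N2. That direction was seen in 43.9% of the 221 genes (42.2% of all genes), 53.8% of the 39 (56.7% of all genes) and 136 of the 186, or 73.1% (47.3% of all genes). A mislabelled set of samples and an effect of genotype cannot be told apart in these 3 interactions: the genes were selected for their interaction, and the effect of pha-4 RNAi in the double mutant is not known without the labels. In the interaction of eat-2 and mxl-2, a batch of the double mutant cannot be told apart either. Its libraries are numbered 49 to 57 and those of the other strains 1 to 27. A biological dependence of these responses on mxl-2 stays open and was not tested apart from the labels or from such a batch.

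The level of pha-4 itself was weighed in the same way. Reads from the bacterial clone would raise pha-4 in pha-4 RNAi libraries and leave EV libraries of all strains alike, but the libraries labelled double-mutant EV lay below N2 EV, with a log2 fold change of -1.87. With the sperm transcripts as a covariate the log2 fold change between the labelled groups was 1.22 and passed the threshold, which argues against stage. An exchange of labels would turn the response of other genes around as well. Of 54 genes called under pha-4 RNAi in N2, without pha-4 and 3 genes looked at before, 29 were opposite in the double mutant, with a median of -0.10 in the direction of N2, against 1.22 in mxl-2 and 1.72 in eat-2. Of those 54, 5 were opposite in mxl-2 and 5 in eat-2. Of 152 genes called in mxl-2, 107 were opposite in the double mutant (median -0.42), against 14 in N2 and 19 in eat-2. Of 200 called in eat-2, 84 were opposite in the double mutant (median 0.14). Since 72 of these 200 were opposite in N2 and 46 in mxl-2, they weigh little. A full response of reversed sign was therefore not seen, and neither was the response of the other strains. Exchanged labels and a changed response to pha-4 RNAi in this strain cannot be told apart, because a median near 0 over genes that go both ways decides neither. The libraries labelled double-mutant daf-16 RNAi, at 5.84 CPM, were low in pha-4 too, which an exchange between the other groups would leave unexplained.

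In 1 library, double-mutant daf-16 RNAi replicate 2, 9.78% of the deposited TPM lay in genes left out of the tables, above the highest EV library (3.40%) and the next highest library (3.99%). Carry-over of RNA without poly(A) tails may raise such a share, and the 39 histone genes, which stand for it, were higher by 0.92 log2 CPM than in the other replicates. More germline RNA might do so too, and 6 germline genes were higher by 1.44 log2 CPM. These explanations cannot be told apart with 1 library, since the left-out genes are not listed. No other explanation was tested.

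Splits of the 6 libraries of each comparison of 3 against 3 were counted in fits of the 2 groups alone. Only the real split of 10 gave as many calls, so 1 of 10, in mxl-2 against N2 (2 calls), double-mutant EV, as labelled, against N2 (8732) and against mxl-2 (3557), daf-16 RNAi in N2 (332) and in the double mutant (6618), and pha-4 RNAi in N2 (490) and in the double mutant as labelled (7408). In mxl-2 the real split gave 0 calls for daf-16 RNAi (1126 genes at an unadjusted p under 0.05) and for pha-4 RNAi (1404 genes). All 10 of 10 splits then give as many whatever the data, so the count decides nothing there. The split with mxl-2 EV replicates 1 and 2 and pha-4 RNAi replicate 3 on 1 side gave 1752 calls; those 3 libraries are the ones of the 6 with high sperm transcripts. With 10 splits the share is never under 0.1, so a real difference and a fortuitous split cannot be told apart by this count.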

How the results depend on the processing

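The level of sperm transcripts, thinning and the blocks in 4 libraries were chosen as alternatives after the data were seen. Of the counts of called genes under alternatives other than leaving out a library, 108 stayed within 1.5 times the count reported. The other 56 are given below by setting, and the cause was not tested unless stated. Comparisons named eat-2;mxl-2 are as labelled.

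With DESeq2 the counts were 1947 in eat-2 against N2, 175 in mxl-2 against N2, 2089 in eat-2;mxl-2 against mxl-2, 134, 466, 13 and 3030 on daf-16 RNAi in N2, mxl-2, eat-2 and eat-2;mxl-2, and 356, 403, 1117 and 727 on pha-4 RNAi. The interactions had 1083 (eat-2 by mxl-2), 294 (daf-16 RNAi by mxl-2), 203 (pha-4 RNAi by eat-2) and 1889 (pha-4 RNAi by mxl-2). The share of higher calls moved by more than 10 points to 34.3% in eat-2 against N2, 54.3% in mxl-2 against N2, 53.8% in eat-2;mxl-2 against N2, 71.0% and 44.4% on daf-16 RNAi in mxl-2 and eat-2;mxl-2, 72.2%, 75.2%, 69.1% and 37.0% on pha-4 RNAi, and 64.0%, 61.6% and 62.1% in the first 3 interactions. On simulated counts 18.5% and 25% of DESeq2's calls were false. Those counts had the same spread in every group and independent genes, so that the shares need not hold here.

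In fits of only the groups of the comparison, the counts were 395 in eat-2 against N2, 2 in mxl-2 against N2, 8732, 1997 and 3557 in eat-2;mxl-2 against N2, eat-2 and mxl-2, 332 and 6618 on daf-16 RNAi in N2 and eat-2;mxl-2, and 490 and 7408 on pha-4 RNAi there. They were 0 on daf-16 RNAi in mxl-2 and eat-2 (1126 and 35 genes at an unadjusted p under 0.05), 0 on pha-4 RNAi in mxl-2 and eat-2 (1404 and 1358), and 0 in the interaction of pha-4 RNAi with eat-2 (2339); that of pha-4 RNAi with mxl-2 had 2367. The share of higher calls became 2.78% in eat-2 against N2, 0% in mxl-2 against N2, 75.5% in eat-2;mxl-2 against eat-2, 18.1% and 51.4% on daf-16 RNAi in N2 and eat-2;mxl-2, 31.6% on pha-4 RNAi in N2, and 64.4% and 46.2% in the interactions of eat-2 and of daf-16 RNAi with mxl-2. These fits estimate the spread from fewer libraries and from the compared groups alone, while the main model shares it over 12 groups. Replicates spread unequally: their r was 0.991 to 0.994 in the libraries labelled double-mutant EV and 0.902 in eat-2 EV. The main calls in groups with wide spread therefore rest in part on a spread borrowed from tighter groups.

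With the level of sperm transcripts as a covariate, the counts were 323 in eat-2 against N2 (49 of the 137 among them), 30 in mxl-2 against N2, 3670 and 2455 in eat-2;mxl-2 against N2 and mxl-2, 97 and 258 on daf-16 RNAi in N2 and mxl-2, 297, 603, 532 and 636 on pha-4 RNAi in the 4 strains, and 117 and 390 in the interactions of daf-16 and pha-4 RNAi with mxl-2. The share of higher calls became 66.6% and 10% in eat-2 and mxl-2 against N2, 36.0% and 58.8% in eat-2;mxl-2 against eat-2 and mxl-2, 72.5% on daf-16 RNAi in mxl-2, 57.6% and 59.0% on pha-4 RNAi in N2 and eat-2, and 66.3%, 77.8% and 39.2% in the interactions of eat-2, daf-16 RNAi and pha-4 RNAi with mxl-2. The pha-4 log2 fold change in pha-4 RNAi vs EV in eat-2 reversed to 0.0930.

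On TPM the counts were 534 on pha-4 RNAi in eat-2;mxl-2, 333 in the interaction of eat-2 with mxl-2 and 2 in that of pha-4 RNAi with eat-2. With RLE factors and with no filter the interaction of daf-16 RNAi with mxl-2 had 21 calls each, and with no filter pha-4 RNAi in eat-2 had 115. Thinning left 1 call on daf-16 RNAi in eat-2. TPM also changed the share of higher calls by more than 10 points: to 4.55% from 21.9% in eat-2 against N2 (35.1% with RLE factors), to 0% from 40% in mxl-2 against N2, and to 51.6% from 27.3% on daf-16 RNAi in mxl-2. No filter shifted the median gene by -0.11 on pha-4 RNAi in eat-2 and by -0.10, -0.11, -0.13 and 0.11 in the 4 interactions with calls, in the order above; RLE factors shifted that of daf-16 RNAi with mxl-2 by -0.16, and TPM those of daf-16 RNAi with eat-2 by 0.10 and of pha-4 RNAi with mxl-2 by -0.10.

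With the replicate number as a linear term, eat-2 against N2 had 73 calls and the interaction of daf-16 RNAi with mxl-2 20. With the position of the library number in its triplet as a linear term they had 68 and 25, and pha-4 RNAi in eat-2 132. A linear term is not a block, so that a block was not tested in the fit of all 33 libraries. The numbers were not taken to pair the libraries, since not every pair had a correlation over 0.1: over 168 pairs with the same replicate number, deviations from group means had an r of -0.921 to 0.751 (median -0.0272), with 54 over 0.1, and over 166 pairs by library number the median was -0.0367, with 51 over 0.1. That some groups are paired is left open. The pha-4 log2 fold change in pha-4 RNAi vs EV in eat-2;mxl-2 was 1.43 with either linear term and no longer passed. In eat-2, EV and daf-16 RNAi libraries of the same number had an r of -0.921; on daf-16 RNAi, the 4 libraries alone gave 0 calls without a block (35 genes at an unadjusted p under 0.05), 0 with a block by number (4 genes) and 323 with a block of crossed numbers.

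Leaving out 1 library of N2, mxl-2 or eat-2;mxl-2 at a time gave ranges of 11 to 28 calls in eat-2 against N2, 3 to 8 in mxl-2 against N2, and 1063 to 1369, 1864 to 2096 and 673 to 1086 in eat-2;mxl-2 against N2, eat-2 and mxl-2. On daf-16 RNAi they were 11 to 36 in N2, 4 to 1118 in mxl-2 and 252 to 2295 in eat-2;mxl-2, and on pha-4 RNAi 6 to 78, 38 to 396 and 62 to 134. The interactions had 77 to 198 (eat-2 by mxl-2), 8 to 76 (daf-16 RNAi by mxl-2), 0 to 1 (pha-4 RNAi by eat-2) and 76 to 92 (pha-4 RNAi by mxl-2). Fewer libraries lower the power, and the cause of the higher counts was not tested. The interaction of daf-16 RNAi with eat-2 had 0 calls in each of these fits and under each other setting run for it, with 87 to 341 genes at an unadjusted p under 0.05 under the latter; the blocks in the 4 libraries of eat-2 were not run for it. No eat-2 library was left out for any of these counts, since 1 library would be left in its group, so that the ranges do not cover the spread of the eat-2 libraries, and RNAi in eat-2 gave no such counts.

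Across fits without 1 library, daf-16 on daf-16 RNAi in eat-2 ran from -1.31 to 0.18 (without eat-2 EV replicate 1), pha-4 on pha-4 RNAi in eat-2 from -1.33 to 0.00731 (without pha-4 RNAi replicate 1), and the signature difference on pha-4 RNAi in the N2 background from -0.0340 (without eat-2 pha-4 RNAi replicate 1) to 1.47. The other signature differences ran from 1.65 to 3.82 (EV), 2.67 to 4.01 and 1.96 to 4.99 (daf-16 RNAi in the N2 and mxl-2 backgrounds) and 0.25 to 4.69 (pha-4 RNAi, mxl-2 background). The signature differences were the same in direction in all 20 cases under other settings, each case being 1 difference under 1 setting. Correlations of eat-2 effects ran from -0.242 to 0.218, of daf-16 RNAi in N2 and eat-2 from -0.0816 to 0.373, and of pha-4 RNAi from -0.201 to 0.386. Those that share eat-2 EV ran from 0.0209 to 0.614 (loss of mxl-2 and daf-16 RNAi), 0.694 to 0.865 (loss of mxl-2 and pha-4 RNAi) and 0.0516 to 0.707 (the RNAi treatments). Over the 43 genes called in at least 1 of the comparisons, all of them in N2, the effect correlation, daf-16 RNAi in N2 and in eat-2, was 0.878.

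The 53 values of named genes gave the same verdict in 430 cases under other settings, with 43 weaker and 9 stronger, most often in fits of only the groups of the comparison (11 weaker, 3 stronger), and 1 reversed. Without 1 library they gave the same verdict in 231 cases, with 59 weaker, 1 stronger, 16 moved and 2 reversed, and the gene lists that passed gave the same in 57, with 27 weaker, in fits that left out no eat-2 library. Of the 19 gene lists that passed, 14 no longer did with camera, 3 with the replicate number as a linear term and 1 with RLE factors.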

Other observations

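The relation in this part was noticed in these data and tested on them, with tests chosen after the result was seen. The sperm transcripts of replicates spread widely, and cuticle collagens moved with them. Over the 33 libraries, deviations from group means of the 31 major sperm protein genes and the 144 collagens had a Pearson r of 0.956 (permutation p 5.00e-05) and a Spearman rho of 0.978 (permutation p 2.00e-05, 100000 permutations within groups). Without the 2 libraries farthest out r was 0.961, in groups of 3 libraries 0.955, and without the mxl-2 strain, in 24 libraries, 0.971. A candidate explanation is that populations differed in developmental stage at collection. Another is a share of males, which could carry sperm transcripts too; this was not tested.

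Y54G2A.36, called on daf-16 RNAi in eat-2, was low in all 3 groups labelled eat-2;mxl-2, at 4.26, 5.27 and 6.14 CPM on average.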
